A study of Saccharomyces cerevisiae with 24 samples.

How the data were processed

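The series holds 24 nanopore direct RNA sequencing libraries of budding yeast (*Saccharomyces cerevisiae*, strain BY4741) in 12 groups of 2 replicates. In direct RNA sequencing an RNA strand passes through a protein pore, and the ionic current is recorded and later converted to bases. Modified nucleotides change the current and raise the rate of miscalled bases, so both kinds of value are used as readouts of rRNA modification. Per the labels' protocols, total RNA of the strains and of the input samples was purified with a commercial yeast RNA kit, whereas fraction RNA came from cycloheximide-treated extracts separated on sucrose gradients. RNA preparation therefore differs between input and fraction libraries.

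Of the 24, 20 libraries have a table of base-call error features, which the name of the deposited file assigns to EpiNano. Per the file headers, each row of such a table gives a position of the 18S, 25S, 5.8S or 5S rRNA and its reference base. The deposited coverage is a count of reads over the position, as whole numbers with no normalization. The deposited mismatch, insertion and deletion values are each a fraction of those reads. Multiplied by the coverage they gave whole numbers at 100% of positions, with a tolerance of 0.001, so mismatched reads could be recovered exactly. The deposited base quality is a score per position, used here as the mean over reads, and was neither rescaled nor filtered here. The 8 strain libraries have a table of current levels, which the deposited file name assigns to Nanopolish. Per the file headers, it holds a mean event level for each 5-mer, which is a signal in picoampere (pA). The number of reads behind each current level is not in the columns used here, so the depth of these values is unknown. Basecaller, aligner, versions and filters are not given in the sources used here. Replicate 2 of each strain carries current levels only in the files used here, and its file name says flongle, a smaller flow cell type. That name was not used to group samples.

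Groups came from the sample labels. Positions are counted from 1 at the 5′ end of each mature rRNA, and a 5-mer is named by its first position. The reference held 5475 positions, of which 18S has 1800, 25S 3396, 5.8S 158 and 5S 121. These lengths equal those of RDN18-1, RDN25-1, RDN58-1 and RDN5-1 in the R64 gene table, which was used for names only. No genome build is named in the files, so no chromosome coordinates are given. A list of 113 known modified sites, of which 56 are 2′-O-methylated (Nm), 45 are pseudouridines (Ψ) and 12 carry base modifications, was compiled by hand from general knowledge of yeast rRNA. The reference base fitted the modification at all 113. The list was not checked against a database here, and errors in it would pass into the summaries over modified sites.

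Depth varied widely. Median coverage per position ran from 67 reads in replicate 2 of fraction 1 to 14359 in replicate 1 of the snR3 knockout. A minimum coverage of 50 reads in every library of a comparison was set. Intervals on single-library frequencies are Wilson 95% intervals and cover counting error only. Before averaging, replicates were compared by a chi-square statistic per position. Its mean lay between 1.49 in fraction 3 and 6.20 in fraction 2 in the 8 groups with 2 libraries of error features. All means exceeded 1, the value for sampling noise, so no pair was treated as a repeated deposit of the same library.

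For the strains, which have 1 library each with error features, uridines whose mismatch frequency was at least 10 percentage points lower in the knockout than in wild type replicate 1 were counted, with no test. Current levels at the 5158 5-mers measured in all 8 strain libraries were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the deposited level, Benjamini-Hochberg adjustment). At the guided sites, the mean absolute difference over the 5-mers covering the site was tested by an exact one-sided permutation test over the 28 splits of 8 libraries into 2 and 6. Mismatched and matched reads in fractions and in the hydrogen peroxide experiment were fitted per position with a quasi-binomial logistic model. Its dispersion was moderated with limma's squeezeVar along log coverage and floored at 1, and p-values were Benjamini-Hochberg adjusted at 0.05. Mean mismatch over Ψ sites and the log2 ratio of 18S to 25S mean coverage were tested by exact permutation. Error features of modified sites were tested by 100000 permutations over positions within wild type replicate 1. Unmodified positions were those at least 6 positions from any known site. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remainder.

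The models were tested on simulated data built on the real coverages. In the mismatch simulations, changes of several sizes were placed together at positions drawn from all those tested, most of them of low mismatch. The recovery rates therefore do not give the power at Ψ sites. In the contrast of a second fraction with the first, over 3307 positions, 48.0% of changes of 10 percentage points and 88.0% of changes of 20 points were recovered, with 7 false calls. The test over all fractions recovered 100% of changes of 10 points, placed in the second fraction, with 17 false calls. In the corresponding contrast of the peroxide experiment, over 4535 positions, 100% of changes of 10 points were recovered with 8 false calls. Where the simulated extra variance grew with depth, the test over all fractions gave 292 false calls and the peroxide contrast 297, so calls from these models would not be reliable in that case. Depth weights lowered these to 32 and 14, but raised the false calls of the second fraction against the first from 0 to 10, and from 7 to 20 where the extra variance was a factor on the binomial variance. For current, over 5158 5-mers and with the snR3 knockout against wild type, 0% of shifts of 2 pA, 24.0% of shifts of 5 pA and 86.0% of shifts of 10 pA were recovered. The simulated group means were equal at unchanged 5-mers by construction, so false calls could not arise and were not assessed. The simulated shifts carried no noise between group means either, so these recovery rates are only a rough guide.

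Samples share replicate numbers across groups, so each fit was also made with the number as a block. Differences between replicates 1 and 2 correlated between every 2 fractions, with r from 0.138 to 0.299 over positions, and between every 2 strains in current, with r from 0.146 to 0.519 over 5-mers. In both sets the same-numbered libraries therefore deviated together. In the peroxide experiment r ran from -0.00749 to 0.172, and the numbers were not taken to pair the libraries.

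The groups, tests, thresholds, sites to be named and most alternatives were fixed before the data were examined. The sites to be named were the 6 guided sites, up to 5 lowest-p called positions per model, known sites called by a model that calls 5 or fewer of them, and up to 5 uridines with the largest mismatch drop per strain. Alternatives covered the coverage minimum, summed mismatch, insertion and deletion, limma on empirical logits, thinning to equal depth, removal of rRNA ends, the replicate block, other normalizations of current, and leaving out each library in turn. Depth weights, a shift of each library to a common median error, a permutation of guided-site current within replicate number and, for current alone, knockouts against the mean of the other 3 strains were added after seeing the data.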

Results

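The data comprised 3 experiments on yeast rRNA. In the first, wild-type cells (WT) and 3 strains lacking a small nucleolar RNA (snoRNA) were sequenced, with 2 libraries each. H/ACA snoRNAs base-pair with rRNA and direct the isomerization of a particular uridine to Ψ. From general knowledge of these RNAs, snR3 (gene SNR3) guides 25S Ψ2129, Ψ2133 and Ψ2264, snR34 (SNR34) guides 25S Ψ2826 and Ψ2880, and snR36 (SNR36) guides 18S Ψ1187. Per the labels, each deletion replaced the snoRNA sequence with a kanMX4 cassette in BY4741. In another, RNA from fractions 1 to 4 (F1 to F4) of a polysome gradient was sequenced. In the last, untreated cells and cells exposed to 1 mM hydrogen peroxide for 30 min were compared in total RNA (input) and in pooled fractions 3 and 4. Each group of the fractions and of the peroxide experiment had 2 libraries.

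Coverage differed between libraries of the same group. Median coverage was 14359 reads per position in the snR3 knockout, 6462.5 in the snR34 knockout, 10577 in the snR36 knockout and 8214 in WT, each in replicate 1. In replicates 1 and 2, median coverage was 92 and 67 in F1, 12630 and 933 in F2, 1208 and 272 in F3, and 102 and 3396 in F4. In untreated input it was 812 and 8052, in treated input 864 and 4322, in untreated fractions 3-4 599 and 1492.5, and in treated fractions 3-4 1370 and 135.

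Known modified sites were first compared with unmodified positions within WT replicate 1, to describe which error features carry a modification signal. At 45 Ψ sites the mean mismatch frequency was 45.2% ± 21.7 (SD over sites), against 4.45% at 1178 uridines away from known sites. The difference of 40.8 percentage points had an adjusted p of 1.14e-05 in a two-sided permutation test over positions, from the smallest p that 100000 permutations can give. Insertions were 9.34 points and deletions 9.94 points more frequent at Ψ sites than at those uridines. Mean base quality was 9.37 at Ψ sites and 15.2 at unmodified uridines. At 56 Nm sites, compared within each base with 4527 unmodified positions, mismatch was 15.2 points, insertion 16.6 points and deletion 4.27 points higher. Base quality at Nm sites was 10.5 against 17.4. The adjusted p for the deletions at Nm sites was 0.00064 (permutation test), and that of the other 7 comparisons was 1.14e-05. Positions within a library are not independent replicates.

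The same differences appeared in the other libraries. In untreated input, the Ψ mismatch difference was 44.5 points in replicate 1 and 43.8 points in replicate 2, and the Nm insertion difference was 17.9 points in each. Of all alternatives, replicate 2 of F1 moved the Ψ mismatch difference most, to 47.5 points. That library had 28 of the 45 Ψ sites with sufficient coverage. In F2 replicate 2, mean mismatch was 52.9% over those 28 sites and 48.1% over all 45. The move may therefore reflect the sites retained.

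**Figure D1:**
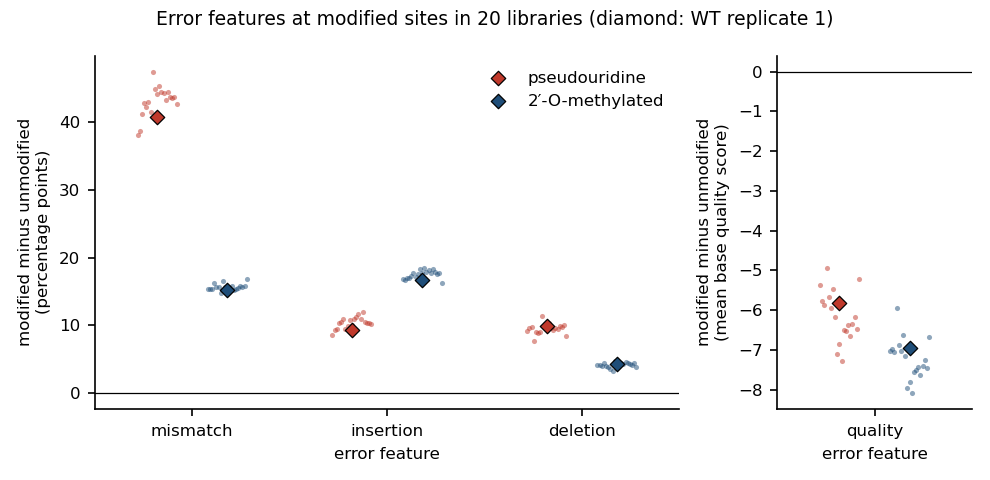
Difference between modified and unmodified positions (percentage points for mismatch, insertion and deletion, quality score on the right) for Ψ and 2′-O-methylated sites in each of the 20 libraries with error features, with a diamond for WT replicate 1. All points for mismatch, insertion and deletion lie above 0, and all quality differences lie below 0.

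The knockouts ask whether loss of a guide RNA removes the error signal at the sites it directs. Only 1 library per strain has error features, so these differences have no replicate check and no test. At 25S Ψ2129, mismatch was 48.0% in WT (Wilson 95% interval 47.0 to 49.0, 9059 reads) and 3.90% in the snR3 knockout (3.61 to 4.20, 16626 reads). At Ψ2133 it was 48.4% in WT and 1.78% (1.59 to 1.99) in the knockout. At Ψ2264 it was 61.0% in WT and 8.84% (8.43 to 9.26) in the knockout. In the snR34 knockout, Ψ2826 went from 68.7% to 4.46% (4.08 to 4.87) and Ψ2880 from 37.6% to 4.23% (3.87 to 4.63). In the snR36 knockout, 18S Ψ1187 went from 17.8% in WT to 4.10% (3.81 to 4.42).

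The 19 libraries with the guide present served as a background range for each site. Their lowest mismatch was 36.8% at Ψ2129, 38.3% at Ψ2133, 52.0% at Ψ2264, 68.7% at Ψ2826, 37.2% at Ψ2880 and 14.7% at Ψ1187, in each case above the knockout value. Unmodified uridines in the knockout libraries had medians of 3.05% to 3.19%. The knockout values lay between the 25.4th percentile of unmodified uridines, at Ψ2133, and the 88.1th percentile, at Ψ2264.

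**Figure D2:**
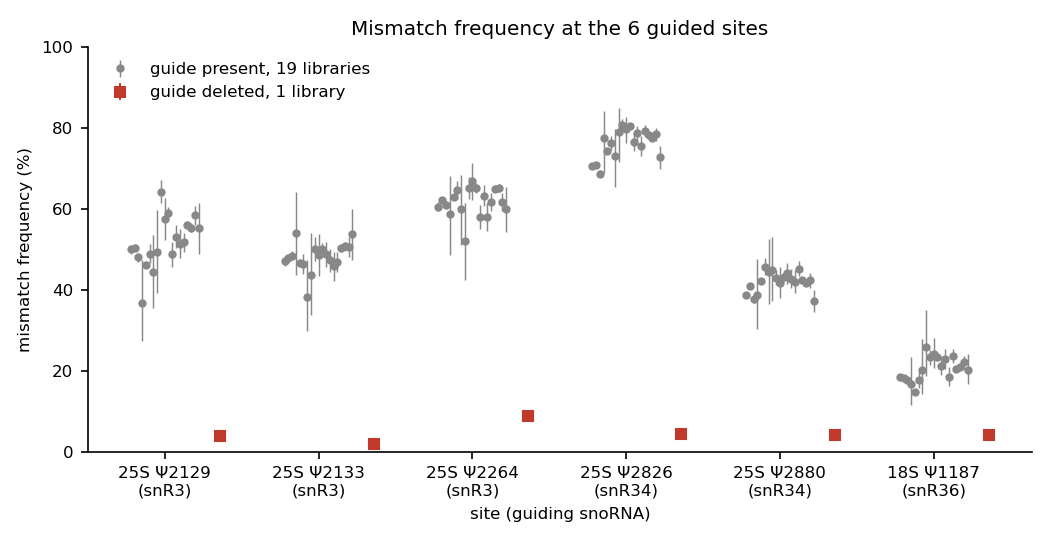
Mismatch frequency (%) at the 6 guided sites, with the guiding snoRNA in parentheses; grey points are the 19 libraries with the guide, red squares the library without it, and bars Wilson 95% intervals. Each red square lies below all grey points of its site.

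Over the 1446 uridines covered by at least 50 reads, the mismatch frequency fell by at least 10 percentage points at 5 positions in the snR3 knockout, 4 in the snR34 knockout and 2 in the snR36 knockout. None rose by that much against WT. Against the mean of the other 3 strains 2, 3 and 5 uridines rose in the snR3, snR34 and snR36 knockouts, all at sites whose guide is deleted in another of these strains. The 3 sites of snR3 had the largest drops, 52.2 points at Ψ2264, 46.7 at Ψ2133 and 44.1 at Ψ2129. They were followed by uridines that are not themselves on the list of known sites, 25S 2135, from 12.9% to 2.18%, and 25S 2140, close to the modified adenosine m1A2142, from 50.3% to 39.6%. In the snR34 knockout, the drops at Ψ2826 and Ψ2880 of 64.2 and 33.4 points were followed by 25S 2882, from 26.5% to 6.73%, and 25S 2827, from 18.6% to 4.19%. The uridine at 25S 2883 came next, with 8.05 points, below the size rule. In the snR36 knockout, 18S 1186 dropped most, from 30.3% to 13.0%, ahead of Ψ1187 with 13.7 points, and 18S 1185 fell by 5.55 points. The next uridines there were 25S 3 and 5S 12, with 5.39 and 4.52 points at WT coverages of 84 and 122 reads. Of the alternatives, the size rule moved the count of the snR36 knockout most, to 4 with a rule of 0.05 and to 0 with a rule of 0.2.

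**Figure D3:**
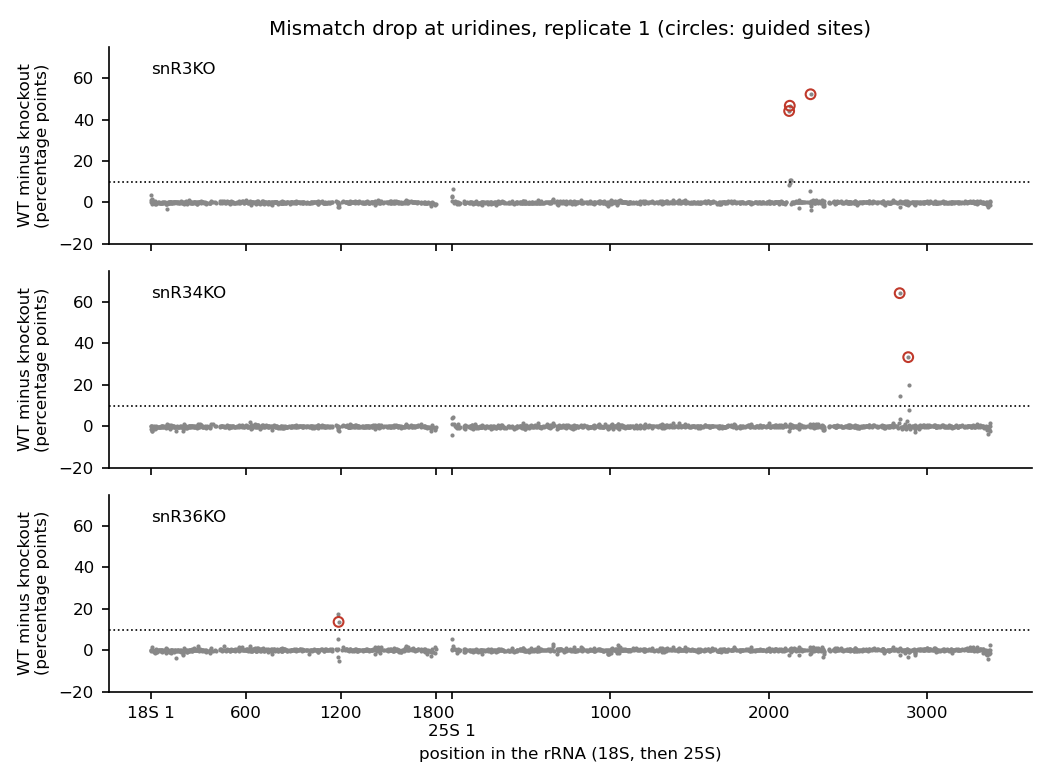
Mismatch frequency in WT minus that in each knockout (percentage points, replicate 1) at uridines of 18S and 25S, by position; red circles mark the guided sites and the dotted line the 10-point rule. In each panel the points above the line lie at or within 7 positions of a guided site.

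Current levels, available in 2 replicates per strain, gave a second readout of the same sites. With limma on 5158 5-mers, 0 passed an adjusted p of 0.05 in any of the 3 contrasts with WT. At an unadjusted p under 0.05 there were 18 for snR3, 17 for snR34 and 15 for snR36. Where nothing differs and p-values are calibrated, a share of 0.05 of the 5158 5-mers is expected, far more than in these contrasts. The p-values were therefore conservative, and the 0 calls do not show that current was unchanged. In each of these contrasts the 5-mer with the lowest p covered a guided site. This did not hold for any of the 3 without WT replicate 1 or without replicate 1 of the knockout itself. For snR36 it also failed against the mean of the other 3 strains, without WT replicate 2 and without either snR34 library. For snR34 it was 25S_2878, 9.13 pA ± 0.899 (SE) higher than WT, with an adjusted p of 0.172 in limma. For snR3 it was 25S_2125, 5.66 pA ± 0.649 (SE) higher, with an adjusted p of 0.301 in limma. For snR36 it was 18S_1187, 6.02 pA ± 1.85 (SE) higher, with an adjusted p of 0.709 in limma. With replicate number as a block, 1 5-mer was called, 25S_2128 in the snR3 knockout, 9.58 pA above WT with an adjusted p of 0.0390 in limma.

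These counts depended on WT. Without WT replicate 1, limma called 1013, 703 and 1057 5-mers for snR3, snR34 and snR36. WT replicate 2 differed from WT replicate 1 by 2.18 pA on average in absolute size, more than the replicates of the snR3 (0.667), snR34 (1.35) and snR36 (0.802) knockouts did from each other. The replicate 1 libraries were closer, since WT differed from the 3 knockouts by 0.108 pA on average.

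At the level of sites, the mean absolute difference between the knockout and the other 6 libraries was 5.99 pA at Ψ2129, 4.57 at Ψ2133, 2.06 at Ψ2264, 2.51 at Ψ2826, 4.25 at Ψ2880 and 1.79 at Ψ1187. In the exact one-sided permutation test the differences at Ψ2129, Ψ2133, Ψ2826 and Ψ2880 were the largest of the 28 splits, with p of 0.0357, the smallest possible, and an adjusted p of 0.0536. At Ψ2264 and Ψ1187 p and adjusted p were both 0.0714 in the same exact test. No site passed 0.05 after adjustment over the 6 sites. Same-numbered strain libraries deviated together, and with labels moved only within replicate number all 6 differences were the largest of 16 arrangements, with an exact p of 0.0625, the smallest possible there, so none passed 0.05 unadjusted either. The largest change at a 5-mer covering Ψ2129 and Ψ2133 was at positions 2129 to 2133. The level there was 119.8 pA ± 0.533 in the snR3 knockout (SD, n = 2) and 109.5 pA ± 4.53 in the other libraries (SD, n = 6). At 2878 to 2882 it was 80.7 pA ± 0.651 in the snR34 knockout (SD, n = 2) and 72.5 pA ± 1.08 in the others (SD, n = 6). At each of the 6 sites, both knockout replicates lay above all 6 other libraries at the 5-mer with the largest change.

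**Figure D4:**
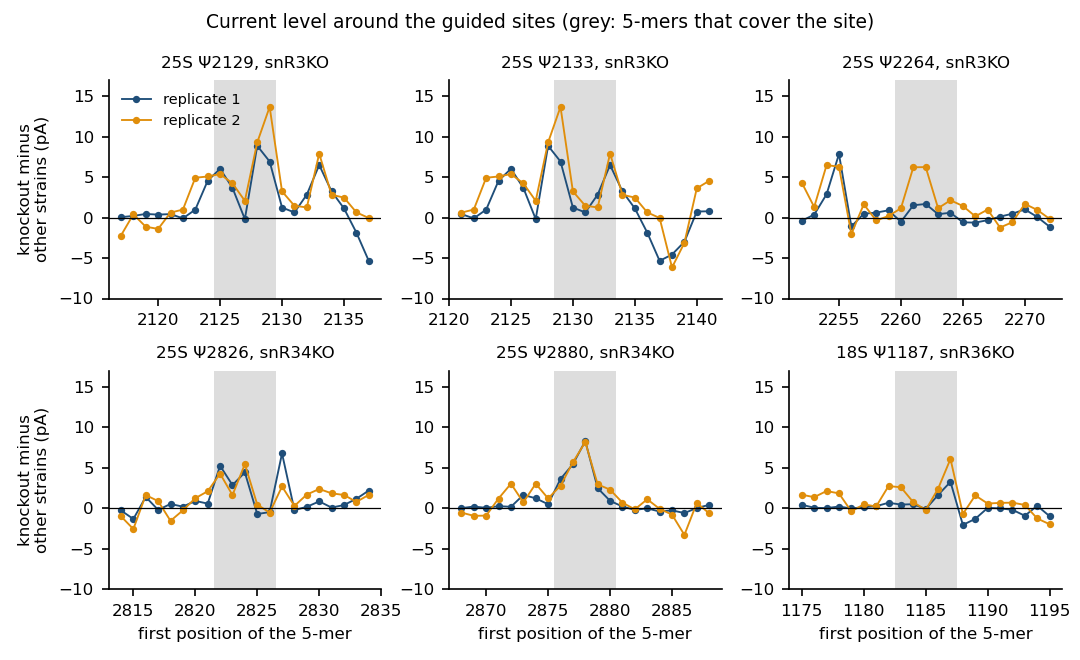
Current level of the knockout minus the mean of the other 3 strains (pA), within replicate 1 (blue) and replicate 2 (orange), by first position of the 5-mer; grey bands mark 5-mers covering the site. In the snR34 knockout the 5-mer starting at 2878 rose by 8.29 pA in replicate 1 and 8.17 pA in replicate 2.

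The gradient fractions ask whether rRNA modification differs between ribosomal populations. In 3307 positions, 76 of them known modified sites, the quasi-binomial model found 0 positions differing among F1 to F4 and 0 in each contrast of F2, F3 and F4 with F1. The smallest adjusted p of the test over all fractions, moderated with limma, was 0.265. At an unadjusted p under 0.05 it had 603 positions, and the contrasts had 25, 24 and 118. A share of 0.05 of the 3307 positions is expected where nothing differs and p-values are calibrated. The test over all fractions exceeded it, and each contrast stayed below it, so neither set of p-values appears calibrated. Limma on empirical logits also called 0, with 129, 270, 242 and 305 positions at an unadjusted p under 0.05. Adjusted over the list alone, 0 known sites passed in these tests on mismatches, while with mismatch, insertion and deletion summed 1 passed in F2 against F1. The replicate block alone also called 0 in each of the 4 tests. The block together with a shift to a common median error, added after seeing the data, called 50, 72, 51 and 75 positions. Over the list alone, 35, 41, 40 and 43 of the 76 known sites passed with it. The largest spread among fractions at a Ψ site was 12.1 percentage points, at Ψ2129, between the unweighted means of F2 and F1. The test over all fractions gave p of 0.0412 and adjusted p of 0.273 at this site, in the model moderated with limma. That model weights libraries by depth, so its p does not test the spread itself. The contrast of F2 with F1 at Ψ2129 had p of 0.765 in the same model. Without F2 replicate 2, the test over all fractions called 565 positions. In simulated data at these depths, with changes of 10 points placed in F2, the test over all fractions recovered 100% and the contrast of F2 with F1 48.0%. Where the simulated extra variance grew with depth these were 100% and 80.0%, and 22.3% of unchanged positions had an unadjusted p under 0.05 in the test over all fractions. The simulated changes lay mostly at positions of low mismatch, and larger changes were placed elsewhere at the same time. These rates therefore do not show that a change of 10 points at a Ψ site would have been found.

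As a summary per library, mismatch was averaged over the 28 Ψ sites with sufficient coverage. It was 50.0% ± 1.69 in F1, 51.6% ± 1.78 in F2, 52.1% ± 0.402 in F3 and 51.5% ± 2.13 in F4 (SD, n = 2 each). The spread of 2.16 points between fractions gave p = 0.638 in an exact permutation test over 105 splits, where the smallest possible p is 0.00952. Of the alternatives, the median over sites moved the spread most, to 5.01 points. Unmodified uridines averaged 4.86% ± 1.68 in F1, 3.93% ± 0.949 in F2, 3.97% ± 0.537 in F3 and 4.11% ± 1.36 in F4 (SD, n = 2 each).

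The log2 ratio of mean 18S to mean 25S coverage was 0.41 ± 0.60 in F1, 0.56 ± 0.0049 in F2, 0.10 ± 0.33 in F3 and 0.21 ± 0.054 in F4 (SD, n = 2 each). The exact permutation test gave p = 0.552. Without F1 replicate 2 the spread between fractions moved from 0.47 to 0.74 on the log2 scale, with p = 0.105 in the exact test.

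The peroxide experiment asks whether stress changes rRNA modification in total or in translating ribosomes. In 4535 positions, 95 of them known sites, the model called 0 positions for treatment in input, for treatment in fractions 3-4, for the difference between these effects and for untreated fractions 3-4 against input. The smallest adjusted p in these 4 contrasts, with limma's moderation, were 0.175, 0.168, 1 and 0.999. At an unadjusted p under 0.05 there were 130, 120, 115 and 86 positions, and limma on empirical logits called 0, with 40, 185, 72 and 87. All of these lie below a share of 0.05 of the 4535 positions, so the p-values may be conservative. The median absolute difference over 38 Ψ sites was 0.768 points for treatment in input and 1.64 points in fractions 3-4. The largest at a Ψ site was 4.09 points in input, at 25S Ψ1124, and in fractions 3-4 it was 6.72 points, at 18S Ψ466, with adjusted p of 0.9995 and 1 in the model moderated with limma. Adjusted over the list alone, 0 known sites passed in any of the 4 contrasts. Without treated fractions 3-4 replicate 1, the contrast in fractions 3-4 called 30 positions, none of them a known site.

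Mean mismatch over the 38 Ψ sites was 48.8% ± 0.394 in untreated input and 48.8% ± 0.453 in treated input (SD, n = 2 each). It was 48.3% ± 0.157 in untreated and 48.2% ± 1.06 in treated fractions 3-4 (SD, n = 2 each). Treated minus untreated, averaged over input and fractions 3-4, was -0.0488 points, with p = 0.833 in a two-sided exact permutation test over 36 arrangements. The smallest p this design allows is 0.0556, above 0.05. Leaving out replicate 1 of treated fractions 3-4 moved it most, to -0.422 points.

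**Figure D5:**
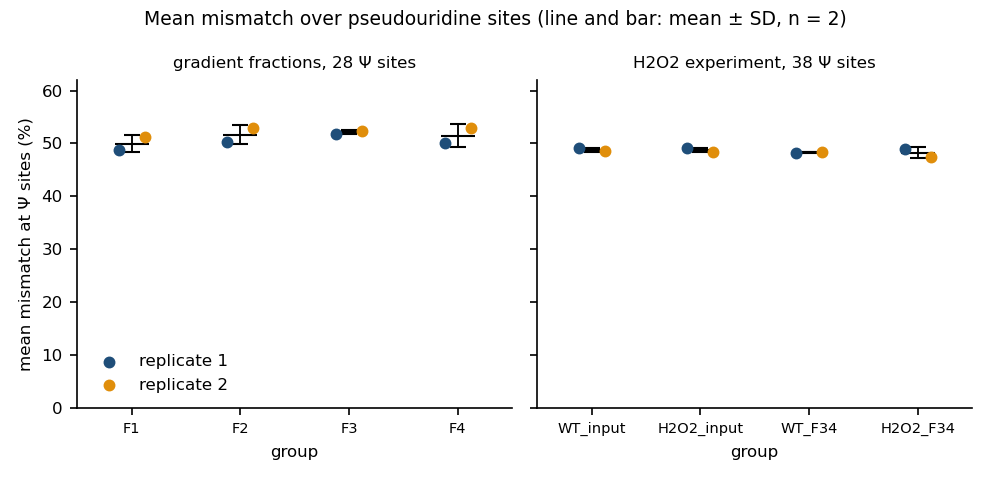
Mean mismatch frequency (%) over Ψ sites in each library of the fractions (left) and of the peroxide experiment (right, F34 for fractions 3-4), with the mean ± SD of each pair. Group means range from 50.0% to 52.1% on the left and from 48.2% to 48.8% on the right.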

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

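All tests in this part were chosen after the results were seen. Insertions, deletions and mismatches at bases other than uridine were outside the comparison of the strains, and were examined for differences of at least 10 percentage points between a library and all 3 other strain libraries, over 5457 positions. There were 7 such changes in the snR3 knockout, 6 in the snR34 knockout and 1 in the snR36 knockout, against 0 in WT. These positions were named after their values were seen. Of the 14 changes, 6 were in insertion, 7 in deletion and 1 in mismatch.

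In the snR3 knockout, insertions fell from 46.5% to 9.88% at 25S 2133, from 28.4% to 4.97% at 25S 2128 and from 27.2% to 3.07% at 25S 2132. Deletions there rose at 25S 2139, from 20.5% to 33.4%. In the snR34 knockout, 25S_2881 had 12.6% mismatch against 2.27% in WT, and 29.6% deletion against 8.43%, while deletions at 25S 2885 fell from 32.0% to 13.6%. In the snR36 knockout, deletions at 18S 1189 fell from 17.7% to 6.43%.

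A difference in the library-wide error level is argued against by location, since 100% of the changes lay within 6 positions of a site guided by the deleted snoRNA, a window that holds 1.26% of all positions around the 6 sites. The window equals the largest distance seen. Against WT alone, mismatch over all 4 bases dropped at 6 positions in the snR3 and 3 in the snR36 knockout, with 4 and 2 within 5 positions of a guided site. Uridines alone gave 5 and 2, with the same 4 and 2 nearby, so the added drops lay farther away. The added drops were not among the 14 changes. Too few reads are argued against by depth, since the lowest coverage at the positions of the 14 changes was 7822. A candidate explanation is that Ψ alters calls at neighbouring bases, and its loss removes or moves those errors. In WT, 75 uridines within 5 positions of other Ψ sites had 4.82 percentage points more mismatch than uridines far from known sites, with p = 1e-05, the smallest the permutation test can give. That test covers mismatch at uridines, whereas the changes were in insertion, deletion and non-uridine mismatch, so it cannot decide their cause. Sequence context was not matched either. The changes at 25S 2129, 2133, 2826 and 2880 lie on the guided Ψ itself and not on a neighbour. The strains had 1 library each with these features, so no replicate shows whether the changes recur.

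For the mismatch of 12.6% at 25S_2881, a sequence variant in the knockout strain cannot be told apart from a neighbour effect, since the columns used do not name the mismatched base. Deletion of the snoRNA, which the design names, remains open as the biological cause of the changes. A property shared by all knockouts, such as the cassette, would not place 100% of the changes near a different set of sites in each strain. That the other knockouts lay near WT at these positions follows in part from the rule, which asked for a difference from all 3 other libraries.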

How the results depend on the processing

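Depth weights, the shift to a common median error, the permutation of guided-site current within replicate number and, for current alone, knockouts against the mean of the other 3 strains were chosen after seeing the data. A count was taken as the same within 1.5 times, a tested value on the same side of 0.05, and an untested one within its 95% interval or 1 SD between replicates. By these rules 436 alternative values of the leading results were the same and 19 moved, all of which are given here, while for single-site values 76 were the same and 8 moved. Of those taken as the same, 20 of the leading results and 42 of the single sites came from tests that could not reach 0.05 by design, among them all 13 for the Ψ mean by treatment, and say nothing about stability. The leading results taken as the same also include a minimum difference of 0.05 among called positions, tried for each mismatch contrast. With 0 positions called it could only return 0, so it says nothing about stability either. The same side of 0.05 does not mean the same size. Over 5-mers starting within 7 positions, the current difference was 1.98 pA at Ψ2880, 1.03 at Ψ2264 and 0.955 at Ψ1187. All 8 contrasts between signature positions kept their direction and their side of the threshold in each of 24 alternatives, with Ψ mismatch differences from 38.1 to 47.5 percentage points and Nm deletion differences from 3.19 to 4.66 points.

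The counts of uridines with a mismatch drop followed the size rule by construction. With 0.05 they were 9 in the snR3 and 4 in the snR36 knockout, and with 0.2 they were 3, 2 and 0 in the snR3, snR34 and snR36 knockouts. Summed errors gave 8 in the snR3 knockout, and the cause was not tested. The drop at each guided site kept its direction in both alternatives tried for it, though with summed errors it was 71.7 points at Ψ2129, 87.7 at Ψ2133, 78.6 at Ψ2826, 45.0 at Ψ2880 and 23.9 at Ψ1187. At Ψ2264 it stayed at 53.0 points, where insertions went from 7.30% in WT to 15.0% in the knockout. At Ψ2133, mismatch, insertion and deletion in WT were 48.4%, 46.5% and 9.81%, which sum to more than all reads. The WT sum there was capped at all reads, so the 87.7 points are less than the plain sums would give.

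Replicate number as a block changed 1 model result, the snR3 contrast in current, from 0 to 1 5-mer. It changed no other call, gave a spread of 2.16 points with p = 0.250 for the Ψ mean by fraction (exact test), and gave guided-site current differences from 1.79 pA at Ψ1187 to 6.03 pA at Ψ2129. In the peroxide experiment, where the numbers were not taken to pair the libraries, the block also called 0 positions. The block together with the shift to a common median error called 50 positions among fractions and 72, 51 and 75 for F2, F3 and F4 against F1, of which 71, 51 and 67 were higher than in F1. Adjusted over the list alone, 35, 41, 40 and 43 of the 76 known sites passed in these 4 tests. It called 3 for treatment in fractions 3-4, and the shift alone called 6, with adjusted p from 0.00730 to 0.0417 in limma's moderation; the cause was not tested. All of these 6 positions lie in 5S rRNA (51, 53, 54, 74, 115 and 120, named after their values were seen), where treated fractions 3-4 replicate 2 had a mean coverage of 16767 against 485.7 on 25S. Depth weights, with or without the block, called 0 positions in every contrast, and so did thinning to equal depth.

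Leaving out each library in turn gave from 0 to 565 positions for the test over fractions and from 0 to 30 for treatment in fractions 3-4, the upper values without F2 replicate 2 and without treated fractions 3-4 replicate 1. For current, it gave from 0 to 1013, 0 to 703 and 0 to 1057 5-mers for snR3, snR34 and snR36, the upper values without WT replicate 1. Without snR34 knockout replicate 1 there was 1 call, 25S_654, which covers no guided site. In these fits the lone library is assumed to vary like the other groups. The cause was not tested. The Ψ mean by fraction ranged from 0.969 to 3.03 points, that by treatment from -0.422 to 0.242 points, and the 18S to 25S spread from 0.35 to 0.74 on the log2 scale, with p above 0.05 in the exact tests of fractions. With a library left out, the smallest p the treatment test allows is 0.111, so its p says nothing about stability. In the leave-one-out tests of guided-site current that remove a knockout library of the site, fewer splits exist, so they bear little on stability.

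A coverage minimum of 200 left no positions for the fractions, so it gave no value there for the models or the Ψ mean. F1 had the lowest medians, with 92 and 67 reads. F4 replicate 1, with a median of 102 and at most 146 reads at any position, also limited the depth of comparisons among fractions.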

Other observations

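All tests in this part were chosen after the results were seen, except the correlation of mismatch with quality and coverage in the peroxide experiment. In replicate 1, current levels of each strain were also compared with all 3 other strains by size, with a rule of at least 2 pA from each of them. The rule was met by 13 5-mers in the snR3, 13 in the snR34 and 1 in the snR36 knockout, against 1 in WT. Of these 28, 14 covered a site guided by the deleted snoRNA and 9 more lay within 10 positions of it, with 5 elsewhere. All 14 and all 9 shifted in the same direction in replicate 2, as did 3 of the 5 elsewhere. With a size of 2 pA from the mean of the other strains asked for in replicate 2 too, 12 of the 14, 7 of the 9 and 0 of the 5 remained; 25S_2137, for one, was at -5.35 pA in replicate 1 and -0.0528 pA in replicate 2. Replicate 2 was noisier, with 846, 847 and 987 5-mers at that size in the snR3, snR34 and snR36 knockouts, so the size alone singles out little there.

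The 5-mer 25S_2255, which ends 5 positions before Ψ2264, rose by 7.85 pA in replicate 1 and 6.28 pA in replicate 2 of the snR3 knockout. It covers Ψ2258 and the 2′-O-methylated Am2256, and was named after its value was seen. Complete loss of Ψ2258 as well is argued against by its mismatch, 74.9% in WT and 69.5% in the knockout, a drop of 5.35 percentage points. A partial loss, a change at Am2256, a changed assignment of signal to 5-mers, and a distant effect of Ψ2264 may each remain; none was tested further.

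The residual mismatch of 8.84% at Ψ2264 in the snR3 knockout was the highest of the 6 guided sites. In the same library, 41.2% of 97 uridines within 5 positions of another Ψ reached that level, against 11.9% of 1179 far from known sites (two-sided Fisher's exact test over positions, p = 5.14e-12). The residual may therefore come from neighbouring Ψ sites such as Ψ2260 and Ψ2266. If it were Ψ left at the site, the share left would be 9.88% after subtraction of the unmodified median. That explanation cannot be told apart from the first here, since levels per read were not used. Base quality at Ψ2264 also changed little, from 6.31 in WT to 6.68 in the snR3 knockout. At Ψ2129 and Ψ2133 in the same library it rose, from 9.53 to 21.6 and from 5.68 to 19.8. Which explanation this favours was not tested.

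WT replicate 2 lay far from the other libraries in current, with r of 0.981 to WT replicate 1, where the replicates of the knockouts had r from 0.993 to 0.998. Sampling noise of a small library is argued against for a part of the deviation only. The differences of WT replicate 2 from replicate 1 correlated with those of the 3 knockouts (lowest r 0.146, highest 0.519). Those of the knockouts also correlated with one another, with r from 0.169 to 0.422. The shared part therefore cannot explain why WT replicate 2 deviated more, and sampling noise remains open for that excess. A swap of this library with a knockout is argued against, since at all 6 guided sites it lay nearer to the libraries with the guide than to the knockout, at the covering 5-mer that changed most in replicate 1. Over all 30 covering 5-mers, those shared by neighbouring sites counted for each, this held at 24. A property shared by the replicate 2 libraries, such as flow cell or depth, remains open. No biological explanation was tested.

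The positions called among fractions with the block and the shift to a common median error included 19 known sites, 11 of them Ψ, out of 50. A uniform shift on the logit scale that is too large at Ψ sites is a possible explanation. In 4 of 4 fractions, replicate 1 exceeded replicate 2 at unmodified uridines, with medians from 0.176 to 0.648 logit units, but lay below it at Ψ sites, with medians from -0.190 to -0.0446. These values compare replicates within a fraction, whereas the calls are differences between fractions with replicate number as a block. They therefore cannot show whether the shift created the calls. The shift without the block called 0 positions among fractions, and so did the block without the shift. A difference of modification between fractions was not excluded.

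Within the 8 libraries of the peroxide experiment, mean mismatch over 39 Ψ sites, guided sites left out, rose with median base quality. A minimum of 20 reads in every library was used here, lower than the 50 of the models. Pearson's r was 0.641 (exact permutation p = 0.0237, adjusted 0.0355) and Spearman's rho 0.762 (exact permutation p = 0.0368, adjusted 0.0551), among 3 relations. Without the 2 libraries farthest from the median quality r was 0.680. Mismatch at unmodified uridines fell with quality, with r of -0.980 (exact permutation p = 0.00134, adjusted 0.00402), rho of -0.857 (exact permutation p = 0.0107, adjusted 0.0321) and r of -0.777 without the 2 farthest. With log10 coverage r was 0.0597 (exact permutation p = 0.912, adjusted 0.912; rho 0.167, exact permutation p = 0.703, adjusted 0.703), and -0.368 without the 2 farthest. With at least 50 reads, which left 32 sites, r with quality was 0.796 (exact permutation p = 0.0235), rho 0.690 (exact permutation p = 0.0694) and r without the 2 farthest 0.568. At that minimum, r with log10 coverage was 0.160 (exact permutation p = 0.713), rho -0.0952 (exact permutation p = 0.840) and r without the 2 farthest -0.576.

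The 8 fraction libraries, tested after these results were seen, split by quality into replicate 1 and replicate 2, with 4 libraries each, so values were also centred within replicate. Ψ mismatch over 39 sites with at least 20 reads rose with quality, with pooled r of 0.781 (exact permutation p = 0.0120, adjusted 0.0179), rho of 0.881 (exact permutation p = 0.00724, adjusted 0.0109) and r of 0.534 without the 2 farthest. Within replicates r was 0.946 (exact permutation over 576 arrangements, p = 0.00174, adjusted 0.00521). Mismatch at unmodified uridines fell with it, with r of -0.984 pooled and -0.946 within replicates (adjusted exact permutation p of 0.000298 and 0.00521). With log10 coverage, Ψ mismatch had pooled r of 0.595 (exact permutation p = 0.0808, adjusted 0.0808), r of 0.829 without the 2 farthest, and 0.747 within replicates (exact permutation p = 0.0608, adjusted 0.0608), with rho of 0.900 over ranks within replicates (exact permutation p = 0.0243, adjusted 0.0243). With at least 50 reads, which left 22 sites, r within replicates was 0.949 with quality (exact permutation p = 0.00174) and 0.596 with log10 coverage (exact permutation p = 0.198). In the fractions, depth therefore cannot be told apart from quality as the driver, since libraries of higher quality were also deeper within replicates. In the peroxide experiment r of Ψ mismatch with log10 coverage was 0.0597, against 0.641 with quality. With at least 50 reads the values there were 0.160 and 0.796. The relation with depth over all 8 libraries was thus the weaker in the peroxide experiment, but so few libraries cannot exclude depth as a driver. Comparisons of Ψ mismatch between libraries of unequal quality may therefore carry a technical part of either sign.

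Coverage of 5S relative to 25S varied widely. The log2 ratio ranged from -5.99 in F4 replicate 2 to 5.11 in treated fractions 3-4 replicate 2. In input, the log2 ratio of 18S to 25S coverage was 0.21 ± 0.22 untreated and -0.20 ± 0.20 after peroxide, and in fractions 3-4 it was 0.43 ± 0.15 untreated and 0.21 ± 0.24 after peroxide (SD, n = 2 each). In the order of replicates 1 and 2, input was at 0.052 and 0.36 untreated and at -0.35 and -0.061 after peroxide, and fractions 3-4 at 0.32 and 0.54 untreated and at 0.38 and 0.039 after peroxide. With 2 libraries against 2, the smallest exact two-sided p is 0.333, so no exact test could pass 0.05.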
